# Genome-Wide Mapping of Histone H3 Lysine 4 Trimethylation (H3K4me3) and Its Involvement in Fatty Acid Biosynthesis in Sunflower Developing Seeds

**DOI:** 10.3390/plants10040706

**Published:** 2021-04-06

**Authors:** Antonio J. Moreno-Pérez, José M. Santos-Pereira, Raquel Martins-Noguerol, Cristina DeAndrés-Gil, M. Adrián Troncoso-Ponce, Mónica Venegas-Calerón, Rosario Sánchez, Rafael Garcés, Joaquín J. Salas, Juan J. Tena, Enrique Martínez-Force

**Keywords:** histone modification, H3K4m3, ChIP-Seq analysis, sunflower, fatty acid biosynthesis

## Abstract

Histone modifications are of paramount importance during plant development. Investigating chromatin remodeling in developing oilseeds sheds light on the molecular mechanisms controlling fatty acid metabolism and facilitates the identification of new functional regions in oil crop genomes. The present study characterizes the epigenetic modifications H3K4me3 in relationship with the expression of fatty acid-related genes and transcription factors in developing sunflower seeds. Two master transcriptional regulators identified in this analysis, VIV1 (homologous to Arabidopsis ABI3) and FUS3, cooperate in the regulation of WRINKLED 1, a transcriptional factor regulating glycolysis, and fatty acid synthesis in developing oilseeds.

## 1. Introduction

Histone modifications play an integral role in plant development [1]. These epigenetic modifications regulate gene transcription through chromatin remodeling, since chromatin organization participates in the control of gene expression. These regulatory processes take place through conserved mechanisms in plants [2], including methylation, acetylation, phosphorylation, and ubiquitination of histones [3,4,5,6]. Moreover, the combination of different histone modification patterns finetunes gene expression [7,8,9]. A large number of biological processes have been demonstrated to be affected by histone modifications in plants, including cellular growth, light and temperature responses, flowering, hormone responses, and circadian regulation [10,11]. However, histone modifications have been poorly studied in the context of de novo fatty acid (FA) biosynthesis in oilseeds. In *Arabidopsis thaliana*, mutations affecting histone methylation or acetylation-related genes have resulted in modifications of FA content and composition within seeds [12,13], suggesting that epigenetic marks participate in the control of FA synthesis in developing seeds. Seed oils are constituted almost entirely of triacylglycerol (TAG) ester molecules, which contain FA as the most abundant form of reduced carbon chains [14]. The value and applications of seed oils are largely based on their FA composition [15]. Therefore, epigenetic mechanisms could contribute to obtaining tailored edible vegetable oils with improved nutritional properties [12] and oils with enhanced industrial applications.

Sunflower (*Helianthus annuus* L.) is an important oilseed crop cultivated worldwide. Like many other oilseed crops, several attempts to modify its oil composition have been made, for example, the development of new sunflower cultivars, obtained from mutagenized seeds, with increased level of saturated fatty acids [16,17,18,19]. The biochemical pathways leading to oil synthesis and accumulation in sunflower seeds have been largely studied (reviewed by the authors [20]). However, the regulation of these processes is only partially characterized and remains a challenge. In plants, de novo FA biosynthesis takes place within plastids of non-photosynthetic tissues and in the chloroplasts of the vegetative ones. In summary, this biosynthetic process involves the formation of acyl chains through successive cycles of 2-carbon additions to the acyl-acyl carrier protein (ACP) derivates until an 18-carbon saturated chain is reached [21]. The FA biosynthesis pathway is regulated at the transcriptional level [22], and certain genes encoding enzymes that participate in this pathway are coregulated by common regulatory elements activated by WRINKLED1 (WRI1) [23]. WRI 1 is a member of the APETALA2/ethylene-responsive element binding (AP2/EREBP) proteins family [24]. This transcription factor not only activates the expression of FA synthesis-related genes but also promotes the expression of several glycolytic enzymes directing the carbon flux toward the oil synthesis [25]. The function of this transcription factor is conserved in Arabidopsis, *Zea mays*, *B. napus,* and other species [26]. WRI1 has been considered the main transcriptional regulator of de novo FA biosynthesis. *WRI1* locus was first described by Focks and Benning [27] who demonstrated that reduced accumulation of oil in Arabidopsis *wri1* mutants, of 80% less than wild-type seeds, corresponded to the conversion of carbohydrates into precursors of fatty acids and adversely affected triacylglycerol. Thus, it constitutes a promising tool for increasing the oil yield in future transgenic varieties of traditional oil seed crops [28]. Despite its importance during oil biosynthesis and accumulation, its contribution to FA synthesis regulation is not completely understood in sunflower. In *Arabidopsis*, the expression of *WRI1* is regulated by other master transcription factors, LEC1, ABI3, FUS3, and LEC2 (named LAFL collectively), which regulate both the seed maturation and the accumulation of storage compounds [29,30,31,32]. Epigenetic modifications, including histone methylation, partially control the activation and repression of LAFL transcription factors [33,34].

In plants, lysine 4 trimethylation on histones H3 (H3K4me3) and acetylation of lysine 9 (H3K9Ac) at the transcription start site (TSS) are considered predictors of gene expression [35].

The main objective of the present study was the characterization of the epigenetic modifications H3K4me3 in relation to the regulation of fatty acid biosynthesis in developing sunflower seeds. Therefore, we investigated the role of the modified histone H3K4me3 during different stages of FA synthesis in developing sunflower seeds (13 days and 28 days after anthesis) using chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-Seq) techniques. Consequences of epigenetic modifications upon the expression of enzymes and transcription factors involved in FA synthesis are discussed.

## 2. Materials and Methods

### 2.1. Biological Material and Growth Condition

Plants used in this work corresponded to the fixed high-oleic mutant line CAS-9 (Collection of Andalusian Sunflower from Instituto de la Grasa, CSIC, Seville, Spain). Plants were grown in growth chambers on a 25 °C/15 °C (day/night) cycle with a 16 h photoperiod and a photon flux density of 200 μmol m^−2^s^−1^. Developing seeds from sunflower plants were harvested at 13 days (early fatty acid biosynthesis stage), 18 days (intermediate fatty acid biosynthesis stage), and 28 days (late fatty acid biosynthesis stage) after anthesis (DAA) and frozen until use. For all experiments performed in this study, 13 DAA and 18 DAA samples were used, and the 18 DAA sample was used only in quantitative real-time polymerase chain reaction (RT-qPCR) experiments.

### 2.2. Isolation and Immunoprecipitation of Chromatin

Chromatin preparation was performed essentially as described by Sequeira-Mendes et al. [36] using 13 DAA and 28 DAA developing seeds. The seeds were fixed for 15 min in 1% formaldehyde (in 200 mM phosphate buffer) at room temperature, quenched for 5 min with 0.125 M glycine, washed in PBS, and frozen at −80 °C. Fixed seeds were homogenized in 2 mL sonication buffer (20 mM Tris-HCl pH 8.0, 70 mM KCl, 0.125% NP-40, 1 mM EDTA, 10% glycerol, and 1x Roche Complete protease inhibitors cocktail), with a Dounce Homogenizer on ice. Fixed seeds were then centrifuged for 5 min at 2300 g at 4 °C. Pelleted nuclei were resuspended in nuclear lysis buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, 1% SDS, 1x Roche Complete protease inhibitors cocktail), kept on ice for 5 min, and diluted with ChIP dilution buffer (16.7 mM Tris-HCl pH 7.5, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton-X100). Then, chromatin was sonicated in a Bioruptor UCD-200 (Diagenode; Denville, NJ, USA) sonicator (high intensity, 30 s ON, 30 s OFF for 15 min) and centrifuged for 5 min at 18,000 g at 4 °C. The recovered supernatant contained soluble chromatin fragments from 200 bp to 600 bp. Genomic fragments were measured in agarose gel by taking 20 μL of sonicated chromatin that was treated with 1 μL of RNase 10 mg/mL 30 min at 37 °C and 1 μL of proteinase K 10 μg/mL 1 h at 65 °C, purified by phenol-chloroform-isoamyl alcohol extraction and precipitated with 100% ethanol.

The rest of ChIP-Seq experiment was carried out as described previously by Santos-Pereira et al. [37] with minor modifications. First, 1 μg of the DNA/protein complex was inmunoprecipitated with anti-H3K4me3 antibody (Abcam Cat#ab8580). After cross-linked reversal and DNA purification, the ChIP DNA was quantified with the Qubit HS dsDNA kit (Thermo Fisher Scientific; Waltham, MA, USA). Illumina libraries for sequencing were generated, and the libraries were sequenced using the HiSEq 4000 Sequencing System (Illumina; San Diego, CA, USA) following the manufacturer’s instructions.

### 2.3. Computational Analysis of Sequencing Data

#### 2.3.1. Quality Analysis and Filtering

Preprocessing of the sequence files obtained from Illumina sequencing (FASTQ files) was carried out using the FASTX-Toolkit v0.0.13 [38] in the command-line version. The main tools used were the FASTQ Quality Filter and FASTQ Quality Trimmer, following the developer’s instructions. First, the sequences were trimmed, setting 20 as the quality threshold and establishing the minimum length as 30 nucleotides. Then, the sequences were filtered again using more restrictive quality criteria (minimum quality threshold = 20 for 90% of the bases).

#### 2.3.2. Mapping Sequences

Sequences were mapped using BWA-MEM-0.7.16a software [39] and the reference genome from sunflower inbred line XRQ [40]. Later, the mapping quality was analyzed with the samtools flagstat v1.10.2 tool [41].

#### 2.3.3. Aligned Sequences Evaluation and Peak-Calling

Duplicated reads were deleted using MarkDuplicates from Picard Tools v1.141 (http://broadinstitute.github.io/picard/, accessed date 19 March 2021) according to Yan et al. [42]. Then, quality metrics normalized strand cross-correlation (NSC), measured as the ratio of the maximal cross-correlation value divded by the background cross-correlation, and relative strand cross-correlation coefficient (RSC), defined as the result of the ratio of the fragment-length cross-correlation value minus the background cross-correlation value divided by the phantom-peak cross-correlation value minus the background cross-correlation value, were calculated using R script Phantompeakqualtools v1.2 [43]. Peak-calling was performed using MACS2-2.1.4 (Model-based Analysis of ChIP-Seq data) algorithm [44,45]. The reference genome was the same described in the previous section, and the *p*-value was 0.001.

#### 2.3.4. ChIP Peaks Annotation and Functional Enrichment Analysis

ChIP peaks annotation and visualization of ChIP peaks coverage over chromosomes and profiles of peaks binding to TSS regions were carried out using the R package ChIPseeker 1.22.0 version [46]. TSS regions, which are defined as the flanking sequence of the TSS sites, were established at −3000 and +3000 bases. The Gene Ontology (GO) annotation and the functional enrichment analysis was performed in PANTHER16.0 software [47,48] the sunflower genome described above as a reference.

#### 2.3.5. Motif Analysis: *WRI1* Binding Sequences

The Homer v4.10 tool [49] and *WRI1* DNA-binding site matrix were used to perform the motif analysis and the selection of sequences potentially regulated by *WRI1* following the pipeline proposal by the software developer.

### 2.4. mRNA Preparation and cDNA Synthesis

mRNA was isolates from 13 DAA, 18 DAA, and 28 DAA developing seeds and cDNA was synthetized as previously described by Moreno-Pérez et al. [50].

### 2.5. Quantitative Real-Time PCR

The expression levels of sunflower *WRI1* were analyzed by RT-qPCR using cDNAs generated from developing sunflower seeds (13, 18 and 28 DAA). The specific pair of primers used were qPCR_Hawri1_F (5′-TTAAGGCGAAGGAGCAGTGG-3′) and qPCR_Hawri1_R (5′-GCTTCCTCTTGAGTGCCGTA-3′). The qPCR reactions were performed using SsoAdvanced universal SYBR Green supermix (Bio-Rad, USA), and the PCR amplification consisted of an initial denaturation at 95 °C for 15 s, 39 cycles of 95 °C for 15 s, and 60 °C for 30 s. The expression of the actin gene HaAct1 (GenBank Accession FJ487620) was measured to normalize the data using the primers HaActin-qpcr-F4 (5′-GCTAACAGGAAAAGATGACT-3′) and HaActin-qpcr-R4 (5′-ACTGGCATAAAGAGAAAGCACG-3′). The 2^−ΔΔCt^ (Livak) method [51] was used to calculate the relative expression of the gene.

### 2.6. Analysis of Fatty Acid Composition

Three replicates of 200 mg of 13 DAA and 28 DAA developing seeds were used for total lipid extraction. The method used was the previously described by Hara and Radin [52] with some modifications. First, 2 mL isopropanol were added to the samples and heated at 80 °C for 20 min to improve the yield extraction. Accordingly, 3 mL hexane were added to reach a 3:2 hexane:isopropanol proportion (*v*/*v*). Then, 1.5 mL of 6.7% Na_2_SO_4_ (*w*/*v*) was added, and samples were mixed. The upper phase containing the lipids was transferred into clean tubes, and the remaining aqueous phase was re-extracted with 2.5 mL hexane:isopropanol 7:2 (*v*/*v*). The upper phase was recovered and combined with the previously extracted phase. The solvent was evaporated under an inert nitrogen atmosphere at 40 °C. The lipid extract was then trans-esterified to their fatty acids methyl esters (FAMEs) by methylation reaction performed heated at 80 °C for 1 h after the addition of 2 mL of methanol/toluene/sulfuric acid (88/10/2; *v*/*v*/*v*). Then, 2 mL heptane was added, and the upper phase containing the FAMEs was extracted. The solvent was again evaporated under a nitrogen atmosphere and the FAMEs were resuspended in 200 µL heptane. Accordingly, gas chromatography was performed using a Hewlett Packard 6890 gas chromatograph (Palo Alto, CA, USA) with a Supelco SP-2380 fused-silica capillary column (30 m length, 0.25 mm i.d., 0.20 mm film thickness; Supelco, Bellefonte, PA, USA). Then, the peaks were identified by comparison of retention times with those from commercial standards (Sigma-Aldrich, USA). Heptadecanoic acid (17:0) was used as internal standard for fatty acid quantification.

### 2.7. Statistical Analysis

Statistical analysis was performed using the IBM SPSS v. 24.0 program (IBM Corp., Armonk, NY, USA). Data were tested for normality using the Kolmogorov–Smirnov test and the homogeneity of variance was tested with the Levene test. Accordingly, data were analyzed by ANOVA. Significant differences were determined by the Student-Newman-Keuls (SNK) test.

## 3. Results and Discussion

### 3.1. Computational Analysis of Sequencing Data

In the present study, a genome-wide examination of H3K4me3 histone marks in developing sunflower (*Helianthus annuus* L.) seeds was performed using the ChIP-Seq approach. 

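The data analyzed here are the peak lists that the authors deposited for 2 stages of seed development, 13 and 28 days after anthesis (DAA). H3K4me3 is the trimethylation of lysine 4 of histone H3, and ChIP-Seq sequences the DNA fragments that an antibody against this mark pulls down. There was 1 list and 1 library per stage, so no spread between replicates could be computed and no test between the stages was made. According to the methods, the authors mapped the filtered reads to the sunflower XRQ genome with BWA-MEM, removed duplicates with Picard MarkDuplicates and called peaks with MACS2. The paper's text does not name an input control or the number of mapped reads. Each line of a list gives an interval with its summit, its fold enrichment over the local background, and its p-value and q-value as −log10. From there, intervals were counted, measured and compared by overlap between the lists, with a minimum overlap of 1 bp. Positions are those of the deposited lists in the XRQ genome, counted from 1. Because the number of peaks in each list is the one that the paper's text gives for the other stage, the lists are called the list labelled 13 DAA and the list labelled 28 DAA, and a value given at a stage is that of the list with this label. The choices that could change the numbers most were the threshold on the q-value and the rule for an overlap.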

A computational pipeline was designed for the sequencing data analysis. Optimized chromatin immunoprecipitation protocol for oleaginous seeds [53] was evaluated due to the difficulties associated to the immunoprecipitation and DNA isolation in rich-oil tissues. Finally, we successfully performed a standard protocol used in *Arabidopsis* seedlings [36]. Through aligning ChIP-Seq filtered reads to the sunflower reference genome (https://www.heliagene.org/HanXRQ-SUNRISE/, accessed date 19 March 2021; [40]) using Burrows-Wheeler Aligner (BWA-MEM-0.7.16a) software [39], it was found that only 28.45% and 52.35% of the reads were mappable to the genome in the 13 DAA and 28 DAA samples, respectively. It is likely that these low percentages were due to the annotation level of the available genome. Nevertheless, the number of reads and quality alignment are compatible with other ChIP-Seq experiments [54].

In order to quantify the enrichment grade of the immunoprecipitation, two quality metrics that evaluate the signal-to-noise ratio in a ChIP-Seq experiment, NSC and RSC, were calculated [55]. Samples from the 13 DAA showed a NSC value of 1.4, while the value of 28 DAA samples was 3.3 (NSC values higher than 1.1 indicate a high enrichment) (Figure S1). RSC values higher than 1 were obtained in experiments with a high enrichment. Both samples, 13 DAA and 28 DAA, showed values higher than 1, 2.0, and 1.5, respectively. In summary, both experiments showed high enrichment grades according to Marinov et al. [43]. Model-based analysis of the ChIP-Seq data (MACS2) algorithm [44,45] was used to obtain the peaks. 

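MACS2 divides the fragments piled up at the summit of a peak by those expected from the local background, and this ratio is the fold enrichment. The fold enrichments and p-values are the authors' own values per peak. The median fold enrichment was 5.14 in the list labelled 13 DAA (quartiles 4.45 and 5.99) and 5.90 in the list labelled 28 DAA (quartiles 4.55 and 8.07). With only peaks of a q-value of at most 1e-10, a limit chosen after the lists had been seen, the medians were 6.78 and 6.75. The largest p-value was 1.96e-05 in the list labelled 13 DAA and 1.68e-05 in the list labelled 28 DAA, and the largest q-values were 0.000999 and 0.000881. Since MACS2 adds a pseudocount of 1 to both terms of the ratio and takes the p-value from a Poisson distribution, the whole number of fragments at each summit was solved from the fold enrichment and the p-value. Such a number was found for 100% of the peaks in both lists, with a tolerance of 0.001 on −log10 p. The median was 19 fragments at 13 DAA (quartiles 16 and 23) and 43 fragments at 28 DAA (quartiles 25 and 76). The local background had a median of 2.73 fragments in the list labelled 13 DAA and 6.38 in the list labelled 28 DAA. Its smallest value, taken as the genome-wide background, was 2.10 and 2.30 fragments, and applied to 26.6% and 12.0% of the peaks. For the other 121106 and 108649 peaks, the local background was a whole number of fragments counted over 10 kb, within 0.05, in 100% of the cases. The shortest intervals, 134 and 161 bp, were taken as the fragment lengths for this. Whole numbers within this tolerance arise by chance in 10% of the peaks, and lengths of 1 bp more gave them in 5.88% and 12.5%. On the same scale, the genome-wide background was 157 fragments per 10 kb at 13 DAA and 143 at 28 DAA.

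**Figure D1:**
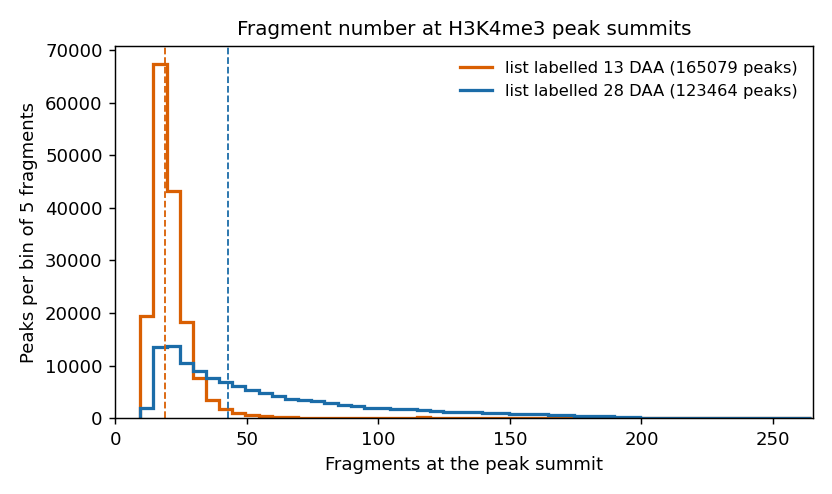
Number of peaks (y axis) by the number of fragments at the summit (x axis, bins of 5 fragments) in each list. Dashed lines mark the medians of 19 and 43 fragments. The peaks of the list labelled 13 DAA gather at low numbers, between quartiles of 16 and 23, whereas the quartiles of the list labelled 28 DAA lie at 25 and 76.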

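The list labelled 13 DAA held 165079 peaks and the list labelled 28 DAA held 123464 peaks, and every line was a distinct interval. At a q-value of at most 1e-10, 41347 and 93742 of them were left. The median width was 187 bp in the list labelled 13 DAA (quartiles 149 and 254 bp) and 282 bp in the list labelled 28 DAA (quartiles 202 and 453 bp). Although it had fewer peaks, the list labelled 28 DAA covered 46.2 Mb, while the list labelled 13 DAA covered 36.8 Mb.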

From the ChIP-Seq data, 123,464 and 165,079 histone modification peaks were obtained in 13 DAA and 28 DAA samples, respectively.

### 3.2. Distribution of H3K4m3 Histone Modification in the Sunflower Genome

The distribution of peaks identified in the ChIP-Seq data in the sunflower genome was characterized using the R package ChIPseeker 1.22.0 version [46]. 

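Of the peaks, 98.6% in the list labelled 13 DAA and 99.2% in the list labelled 28 DAA lay on the 17 chromosomes. Unplaced sequences held 2122 and 932 peaks, and the rest lay on the plastid and mitochondrial sequences. Chromosome lengths were approximated by the end of the last peak. On this basis, the list labelled 13 DAA had between 48.4 peaks per Mb on chromosome 2 and 59.2 on chromosome 15, with a median of 54.7. In the list labelled 28 DAA, the density ranged from 32.9 peaks per Mb on chromosome 2 to 46.1 on chromosome 14, with a median of 42.1. The list labelled 13 DAA had more peaks on every chromosome, from 1.23 times as many on chromosome 6 to 1.47 times on chromosome 2. The 3 peaks with the highest fold enrichment in the list labelled 13 DAA were on chromosome 12 from 163552781 to 163553062 (24.5), on the unplaced sequence Chr00c0509 from 1033 to 1407 (22.2) and on chromosome 11 from 114098865 to 114099112 (20.9). In the list labelled 28 DAA they were on chromosome 8 from 6337130 to 6337500 (34.4), on chromosome 10 from 211325408 to 211325783 (33.4) and on chromosome 6 from 88877176 to 88877503 (30.6). Each of these peaks overlapped 1 peak of the other list. Gene models of this version of the genome were not used here, so the intergenic and genic classes were not analyzed here and no gene is named for these peaks.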

The sunflower genome was classified into 11 classes between intergenic and genic regions (Figure 1). Unlike the 28 DAA sample, in the 13 DAA sample, H3K4me3 modifications were mainly distributed in distal intergenic regions. This deviation could be explained by the higher number of peaks detected in 28 DAA sample. 

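A q-value of at most 1e-05 left 151736 peaks in the list labelled 13 DAA and 121740 in the list labelled 28 DAA, so the former was still the longer list. At stricter limits the order turned round. A q-value of at most 1e-20 left 5877 and 55323 peaks, and one of at most 1e-50 left 124 and 22760. Summits with more than 50 fragments made up 1.46% of the list labelled 13 DAA and 42.7% of the list labelled 28 DAA. Intervals wider than 1000 bp numbered 275 in the list labelled 13 DAA (0.167%) and 4316 in the list labelled 28 DAA (3.50%). Joining peaks no more than 1000 bp apart gave 146714 domains with 1.13 peaks each in the list labelled 13 DAA, and 85429 domains with 1.45 peaks each in the list labelled 28 DAA. The paper proposes that the different share of distal intergenic regions follows from the number of peaks detected at each stage.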

Besides distal intergenic regions, the rest of classes were distributed quite similar in both samples (Figure 1). Promoter regions (<=1 kb, 1–2 kb, and 2–3 kb) were more commonly represented than the sum of other genic regions (5′ UTR, 3′ UTR, coding exon and intron). The distribution of H3K4me3 marks in sunflower histones differs from the pattern found in other species, such as *Oryza sativa* L. where UTRs (untranslated regions) and intron and exon regions were mainly represented [56]. In *Arabidopsis* and *Oryza sativa* L., H3K4m3 marks are located within genes and promoters, preferentially in genic regions 250–1000 bp downstream of the TSS [57,58,59,60]. Apart from distal intergenic regions, the sunflower distribution profile of the distance from peak to the TSS of the nearest gene were similar in both samples and comparable to other plant species (Figure S2).

### 3.3. Functional Enrichment Analysis

Through biological ontologies, functional enrichment analysis makes it possible to identify predominant biological themes from annotated genes using ChIP-Seq data [61]. Among genes annotated in the GO database, three major categories were obtained: Biological processes, cellular components, and molecular functions. In order to characterize de novo FA synthesis in developing sunflower seeds, this study focused mainly on the biological processes category (Figure 2). Both stages of seed development displayed a similar distribution of annotated genes within the different GO terms included in the previously mentioned category. The most represented biological processes sublevels were metabolic processes term (GO:0008152) (13 DAA: 36.2%; 28 DAA: 35.4%), followed by cellular process term (GO:0009987) (13 DAA: 30.6%; 28 DAA: 31.3%). Gene Ontology term enrichment analysis showed biological processes related to biosynthetic process (GO:0009058) for the upregulated genes only in earlier stage of seed development (fold enrichment: 1.16) (Figure S3).

Finally, exploring the latest term sublevel in the ontology, “fatty acid biosynthetic process” (GO:00066339), 21 genes involve in de novo fatty acid biosynthesis in sunflower were annotated in the 13 DAA sample and 30 genes in the 28 DAA sample.

### 3.4. Functional Annotation of Genes Involved in Fatty Acid Biosynthesis

Vegetable oils obtained from oilseeds are constituted mainly by triacylglycerols (TAG), which are the main storage lipid molecules and represent the chief source of energy and carbon for seedling development during germination before photosynthesis is established. Moreover, they constitute one of the major sources of calories in the human diet and an important renewable feedstock for industrial applications.

Although TAG assembly occurs outside plastids, fatty acid precursors are biosynthesized de novo within these organelles [28]. De novo fatty acid synthesis is a complex pathway which starts using acetyl-CoA as precursor. The route involves multiple reactions catalyzed by the fatty acid synthase complex (FAS) that produce the condensation of malonyl-ACP with acyl-ACP molecules [21]. When acyl-ACP molecules from 16- to 18-carbon atoms in length are generated, they are hydrolyzed into their acyl groups by the activity of acyl-ACP thioesterase enzymes and then exported to the cytosol [62]. These acyl-ACPs can be also desaturated by stearoyl-ACP desaturase (SAD) enzymes, producing palmitoleyl-ACP and oleyl-ACP.

In the model plant *Arabidopsis thaliana*, genetic and molecular analysis demonstrated the key role of LAFL (LEC1: LEAFY COTYLEDON1; ABI3: ABSCISIC ACID INSENSITIVE3, FUS3: FUSCA3; LEC2: LEAFY COTYLEDON2) transcription factors regulating seed maturation and the accumulation of storage compounds like reserve lipids [29,30,31,32]. LEC1 is a member of the NF-YB protein family, while ABI3, FUS3, and LEC2 belong to the family of B3 domain transcription factor (named AFL-B3 collectively). Homologous gene coding for LAFL transcription factors has been characterized in other plants [63,64,65] and similar regulation to *Arabidopsis* has been proposed. The regulatory interactions between the LAFL and their target genes regarding the control of storage compounds accumulation are summarized in the Figure 3 [66,67]. Target genes include seed storage proteins, enzymes involved in oil synthesis, and transcription factors such as MYB118, AGL12, and WRINKLED1 (WRI1) [68,69,70].

*Arabidopsis ABI3* and *FUS3* genes are marked by the activating H3K4m3 modification in seeds, indicating that their activation is at least partially regulated by chromatin-based mechanisms [33,34]. The current ChIP-Seq analysis points to a similar epigenetic control in developing sunflower seeds. Homologous genes coding for ABI3 and FUS3 transcription factors were detected using the BLAST+ v2.11.0 tool [71] in sunflower genome. *VIV1* and *FUS3* (*ABI3* and F*US3* homologous genes, respectively) were annotated in the ChIP-Seq experiment in 13 DAA and 28 DAA samples, indicating that they are in transcriptionally active regions marked by H3K4m3. Their fold enrichment in the ChIP-Seq experiment is shown in Table 1. These epigenetic similarities shared by Arabidopsis and sunflower strengthen the possibility of a common regulatory mechanism in both species. Moreover, based on the fold enrichments values found, this regulatory mechanism operates throughout different development stages in sunflower seeds. Moreover, annotation analysis of sunflower genes involved in FA biosynthesis was carried out. 

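Within the list labelled 13 DAA, the fold enrichment of Table 1 for VIV1 stood at percentile 81.3 of all peaks and that for FUS3 at percentile 73.8. Within the list labelled 28 DAA, they stood at percentiles 40.9 and 56.1. By the number of fragments at the summit, the peaks traced below stood higher. VIV1 was at percentile 99.1 in the list labelled 13 DAA and 99.9 in the list labelled 28 DAA, and FUS3 at 78.9 and 87.9. The gene models were not used here, so the peaks were traced by their values, and their distance to the genes was not checked. Only 1 pair of overlapping peaks in the genome had the fold enrichments of Table 1 for VIV1 at both stages (rounded to 2 decimals), and only 1 pair had those for FUS3. Both pairs lie on chromosome 15, the chromosome given in the gene IDs of VIV1 (HanXRQChr15g0468411) and FUS3 (HanXRQChr15g0475761). For VIV1, the peak of the list labelled 13 DAA extended from 14964233 to 14964723 and the peak of the list labelled 28 DAA from 14963188 to 14964943. A second peak of the list labelled 13 DAA, from 14963272 to 14964141 with a fold enrichment of 5.72 and 56 fragments at its summit, overlapped the same peak of the list labelled 28 DAA and contained its summit at 14963893. For FUS3, the peaks extended from 43983642 to 43983783 and from 43983134 to 43983857, respectively. Next to the FUS3 pair, a second pair of overlapping peaks had higher fold enrichments, 7.69 from 43984174 to 43984538 in the list labelled 13 DAA and 8.96 from 43984086 to 43984779 in the list labelled 28 DAA.

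**Figure D2:**
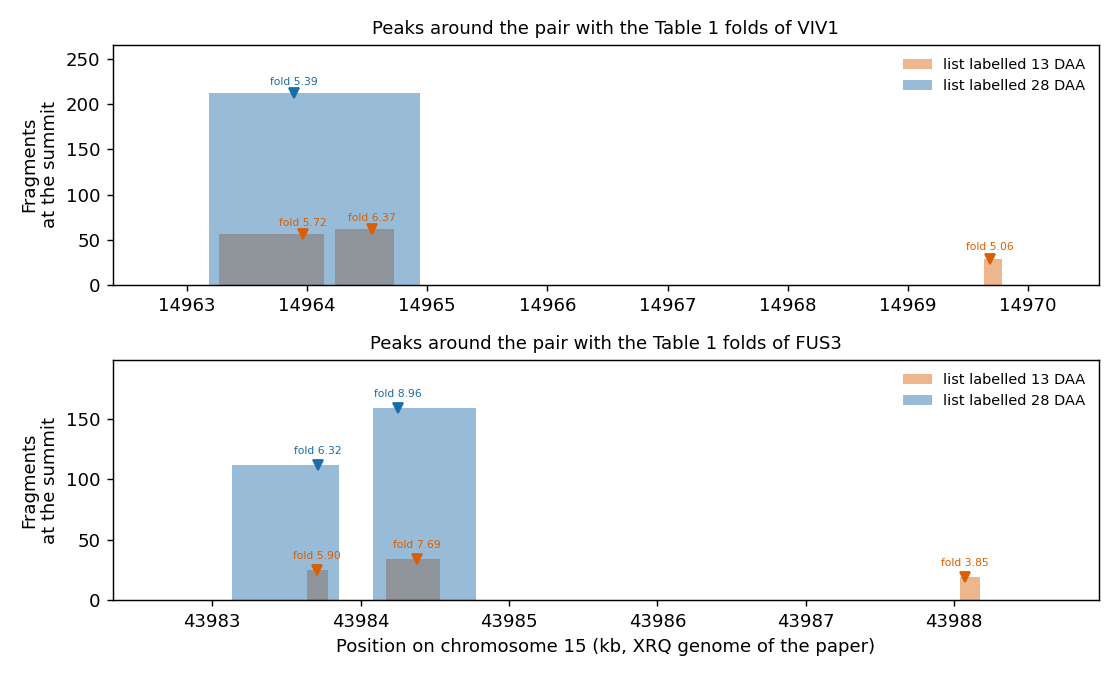
Peaks on chromosome 15 around the pairs with the fold enrichments of VIV1 (upper panel) and FUS3 (lower panel). The x axis gives the position in kb, each block spans a peak, and its height is the number of fragments at the summit (triangle), not a coverage profile. At VIV1 the block of the list labelled 28 DAA is wider and higher than the overlapping blocks of the list labelled 13 DAA, although its fold enrichment is lower.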

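At the VIV1 pair, the fold enrichment was 6.37 in the list labelled 13 DAA (95% Poisson interval of the summit fragments 4.90 to 8.13) and 5.39 in the list labelled 28 DAA (4.70 to 6.17). At the FUS3 pair it was 5.90 (3.90 to 8.61) and 6.32 (5.22 to 7.60), so at both genes the intervals of the stages overlapped. These intervals cover counting error only. The number of fragments at the summit differed more between the lists. It was 62 at 13 DAA (47.5 to 79.5) and 213 at 28 DAA (185 to 244) for VIV1, where the summits lie apart, at 14964541 and 14963893. For FUS3 it was 25 (16.2 to 36.9) and 112 (92.2 to 135). The local background differed as well, with 8.90 and 38.7 fragments at VIV1 and 3.40 and 16.9 at FUS3. Counted over 10 kb, this was 664 fragments at 13 DAA and 2402 at 28 DAA around VIV1, and 254 and 1048 around FUS3. Relative to the genome-wide background of its own list, the summit of VIV1 stood at 29.5 and 92.6 times, and that of FUS3 at 11.9 and 48.7 times. From the presence of both genes with these fold enrichments at both stages, the paper concludes that the regulation operates throughout different stages of seed development.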

All genes annotated were located in the transcriptionally active regions marked by H3K4m3 (Table 2). In both stages, at least one enzyme encoding gene out of several isoforms catalyzing each reaction of the intraplastidial biosynthetic process was represented. These results corroborate the presence of active FA synthesis at 13 DAA and 28 DAA and are in consonance with the kinetics of oil accumulation in sunflower seeds previously described by Martínez-Force et al. [72].

### 3.5. Fatty Acid Composition in Developing Sunflower Seeds

In order to provide a better understanding between the functional annotation of genes involved in FA biosynthesis in both 13 DAA and 28 DAA stages and their oil composition, the lipid profile of both stages was analyzed. As expected, total lipid content of the later stage was significantly higher (Table 3). During sunflower seed formation, an active period of lipid synthesis occurs between 12–18 DAA. However, the main oil accumulation is produced between 18–19 DAA, and the highest lipid content is detected in seed from 20–25 DAA [72].

Regarding the qualitative composition, the FA detected in major proportion in both stages was unsaturated oleic acid (18:1^Δ9^) followed by linoleic acid (18:2^Δ9Δ12^). This profile is quite similar to that previously described by Martínez-Force et al. [73], although the ratio of unsaturated FA is different. The conversion from 18:0 to 18:1^Δ9^ was produced by SAD activity. Small differences in plant growth temperatures modify SAD activity [74] and, therefore, the unsaturated fatty acid ratio. Table 3 shows the different fatty acids experimentally detected. The saturated fatty acids were palmitic (16:0), stearic (18:0), and arachidic (20:0). Only the palmitic and stearic acids species displayed significantly differences (*p* < 0.05) between 13 DAA and 28 DAA samples. In the case of oleic and linoleic acid levels, no statistical differences were found between both stages. In the previous functional annotation of genes involved in FA biosynthesis (Table 2), as described above, at least one transcriptionally active gene copy of each enzyme that participates in the de novo fatty acid synthesis pathway was detected (Figure 4). Therefore, seeds from both stages present a fully FA synthesis machinery, showing a very similar composition in both stages.

### 3.6. WRI1 Gene Expression in Developing Sunflower Seeds

*WRI1* belongs to the APETALA 2 transcription factor family and is a regulator of plant oil biosynthesis [25]. Although *WRI1* has been described and functionally characterized in different plants, including *Brassica napus*, *Camelina sativa*, *Persea americana*, *Ricinus communis*, and *Jatropha curcas* [75,76,77,78,79], among other species, the function of *WRI1* in sunflower seeds is not well characterized. *WRI1* is regulated, as described above, by LAFL transcription factors. Hence, *WRI1* is indirectly regulated by H3K4m3 chromatin modifications. *Arabidopsis WRI1* regulates the expression of genes involved in FA synthesis such as *KASI* (Ketoacyl-ACP Synthase I) or *MOD1* (Enoyl-ACP Reductase) [26]. Taking advantage of the H3K4m3 ChIP-Seq analysis in the present study (Table 2), *WRI1* regulated-genes from that list were selected. This selection was aimed at seeking *WRI*-binding motifs ([CnTnG](n)_7_[CG]; Figure S4; [80]) in the promoter region of annotated genes. According to the bioinformatic analysis, *KASI* (Ketoacyl-ACP Synthase I; HanXRQChr17g0564321) and *FABG* (Ketoacyl-ACP Reductase; HanXRQChr17g0536131) are putatively regulated by *WRI1* and, at the same time, under epigenetic H3K4m3 control. This result confirms the regulation previously described in *Arabidopsis* of *KASI* by *WRI1* and highlights a new potential regulation of *FABG* by *WRI1* in sunflower seeds. Moreover, the expression levels of sunflower *WRI1* were analyzed by RT-qPCR in different stages of sunflower seed development (13 DAA, 18 DAA, and 28 DAA). This analysis was performed in order to confirm the *WRI1* expression throughout the active oil synthesis stages. The highest *WRI1* transcript accumulation was observed at 18 DAA (intermediate stage of development) (Figure 5). This expression profile is different from that previously described in other plant seeds. For example, *Jatropha curcas* seeds showed higher expression during early stages of development but expression decreased by half in later stages [81]. Conversely, cottonseeds showed an opposite profile, with the highest expression being identified in medium-late stages [82].

Oilseeds FA biosynthesis-related genes displayed a specific expression profile where the maximum expression was reached in the intermediate stage of development [83]. This pattern is similar to the one observed for *WRI1* gene in developing sunflower seeds (Figure 5). Moreover, the peak of its expression corresponded with the highest rate of oil accumulation in sunflower seeds at 18-19 DAA [72]. The specific bell-shaped pattern of expression has been shown in a number of genes encoding core FA synthesis enzymes [83].

## 4. Conclusions

This study used chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-Seq) to investigate the genome-wide distribution of the histone modification H3K4m3 in developing sunflower seeds. Although previous studies have described the difficulties associated with performing ChIP-Seq experiments in rich-oil seeds, a standard procedure for plants was carried out successfully in this case. The histone marks were enriched around the TSSs, corroborating that the distribution of histone modifications was associated with active transcription. 

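In terms of peak positions, 44849 of the 165079 peaks labelled 13 DAA (27.2%, 95% Wilson interval 27.0 to 27.4%) overlapped a peak labelled 28 DAA. Conversely, 41878 of the 123464 peaks labelled 28 DAA (33.9%, 33.7 to 34.2%) overlapped a peak labelled 13 DAA. When the intervals were placed at random within their own sequences, at most 2.60% and 3.43% overlapped in 100 placements. With only peaks of a q-value of at most 1e-10 in both lists, a limit chosen after the lists had been seen, the shares were 46.7% and 19.6%, so the list with the higher share changed. The list with the higher share also changed with the same number of strongest peaks in both lists, at 32.2% and 30.3%. That alternative was set before the data were examined. When 50% of both intervals had to overlap, the shares were 13.9% and 18.6%. In the list labelled 13 DAA, the share rose from 10.7% in the weakest decile by p-value to 73.7% in the strongest. In the list labelled 28 DAA it was 33.7% in the weakest decile, 21.4% in the fifth and 81.9% in the strongest. Peaks found only at 13 DAA had a median of 18 fragments and a width of 177 bp, whereas those that overlapped had 23 fragments and 230 bp. Those found only at 28 DAA had 39 fragments and 250 bp, against 64 fragments and 399 bp for those that overlapped. The genes behind the GO profiles were not analyzed here.

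**Figure D3:**
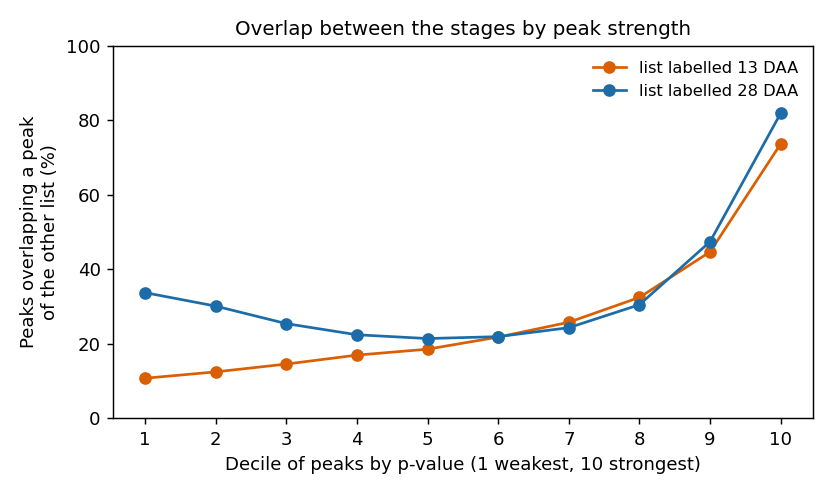
Percent of peaks that overlap a peak of the other list (y axis) by decile of peak strength (x axis, deciles of the p-value within each list, 1 weakest and 10 strongest). Both lists reach their highest share in the strongest decile, 73.7% and 81.9%.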

GO analysis of annotated genes from ChIP-Seq experiments showed similar profiles during seed development, highlighting the similarities in terms of H3K4m3 marks during the period of active oil synthesis.

Moreover, the activation of ABI3 and FUS3 by H3K4m3 marks, previously described in *Arabidopsis*, was also identified in sunflower seeds, corroborating the role played by these epigenetic marks during seed maturation. In addition, genes encoding enzymes catalyzing every reaction of the FA synthesis pathway were represented in the functional annotation generated. Therefore, complete biosynthetic routes were found in both analyzed stages. The presence of an active pathway operating in both stages is in line with the oil accumulation kinetics in developing sunflower seeds. Furthermore, the expression of WRI1 correlates with the oil accumulation, consequently pointing to the role played by this transcription factor as an activator of the oil synthesis.

## Figures and Tables

**Figure 1:**
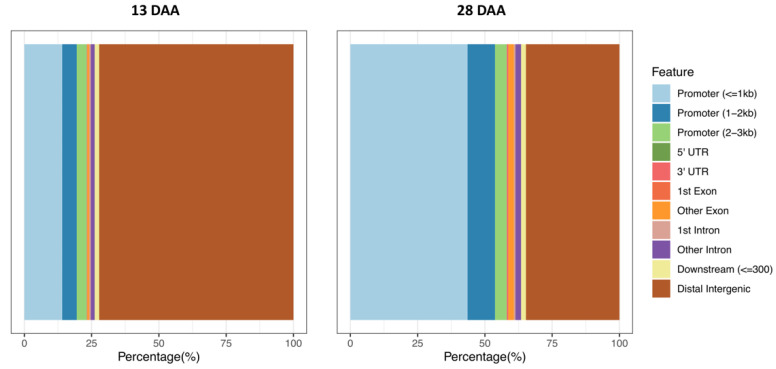
Genomic distribution of peaks identified in ChIP-Seq data. 13 DDA: Early stage of development. 28 DAA: Late stage of development.

**Figure 2:**
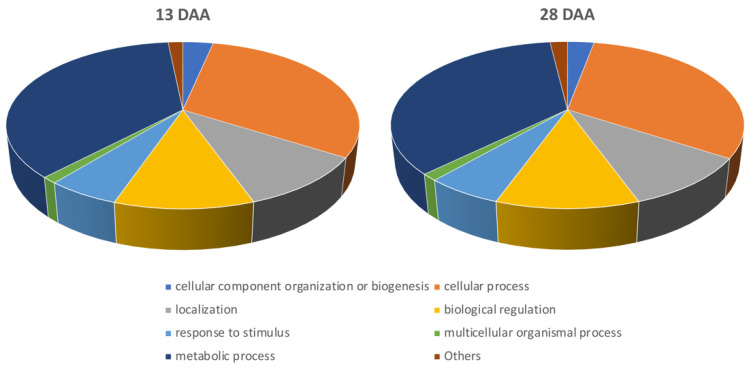
Gene Ontology annotation. Category: Biological Processes. 13 DDA: Early stage of development. 28 DAA: Late stage of development.

**Figure 3:**
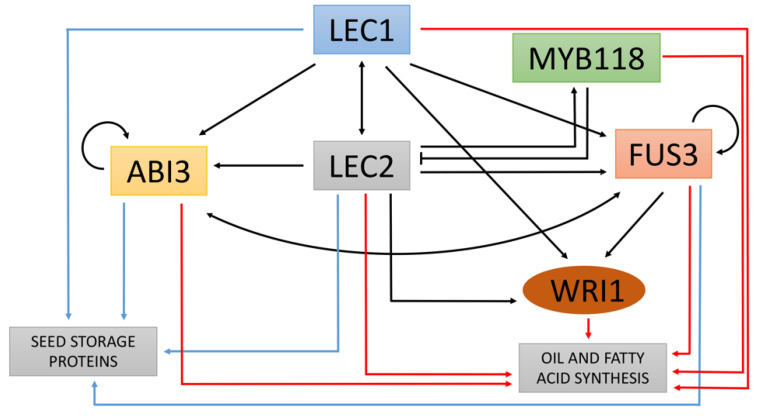
Schematic representation of the gene regulatory network controlling seed maturation. Arrows and blunted lines indicate activation and repression, respectively. Colors of the arrows stand for the regulation of transcription factors (black), seed storage proteins (blue) and genes involved in biosynthesis and storage of lipids (red). Modified from Fatihi et al., 2016.

**Figure 4:**
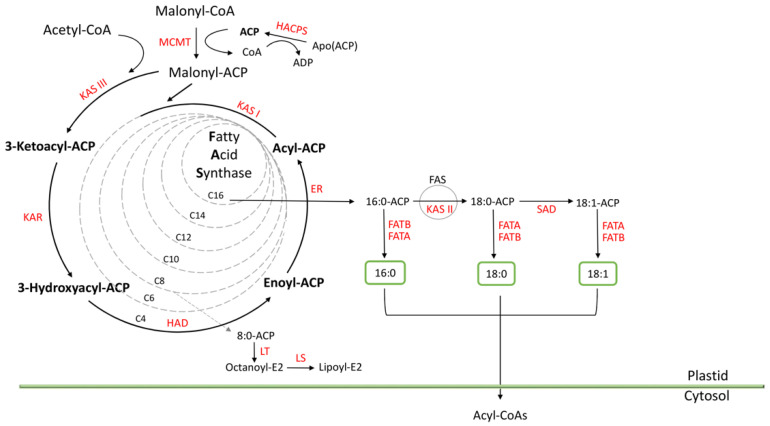
Scheme of intraplastidial fatty acid biosynthesis and export. MCMT: (Malonyl-CoA: ACP Malonyltransferase; KAS I: Ketoacyl-ACP Synthase I; KAS II: Ketoacyl-ACP Synthase II; KAS III: Ketoacyl-ACP Synthase III; KAR: Ketoacyl-ACP Reductase; HAD: Hydroxyacyl-ACP Dehydrase; ER: Enoyl-ACP Reductase; LT: Lipoyl Transferase; LS: Lipoyl Synthase; HACPS: Holo-ACP Synthase; SAD: Stearoyl-ACP Desaturase; FATA: Acyl-ACP Thioesterase A; FATB: Acyl-ACP Thioesterase B.

**Figure 5:**
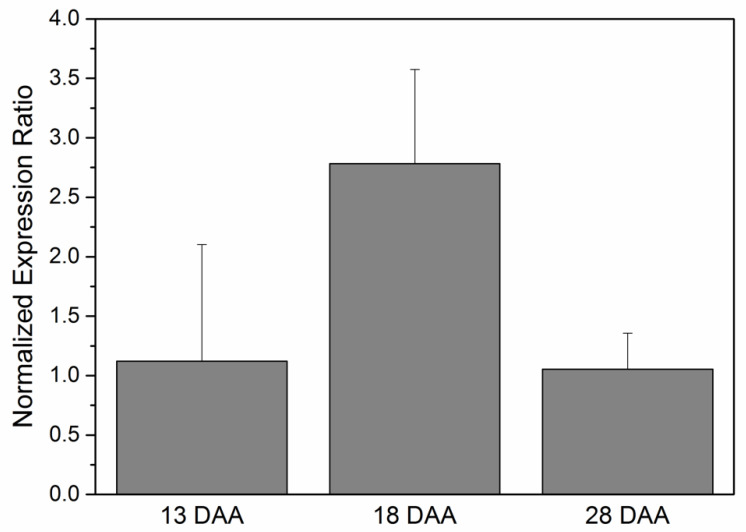
Normalized expression ratio (2^dCt) of sunflower *WRI1* in developing seeds determined by quantitative real-time polymerase chain (RT-qPCR) using actin gene from Helianthus annuus (GenBank FJ487620) as housekeeping. The data correspond to the mean ± SD of three independent samples.

**Table 1:** *ABI3* and *FUS3* homologous genes in sunflower and fold enrichment in ChIP-Seq experiment.

Arabidopsis		Sunflower		Fold Enrichment *	
Gene ID	Gene Name	Gene ID	Gene Name	13 DAF	28 DAF
AT3G24650	*ABI3*	HanXRQChr15g0468411	*VIV1*	6.37	5.39
AT3g26790	*FUS3*	HanXRQChr15g0475761	*FUS3*	5.9	6.32

* Measurement of overall enrichment for the region during peak-calling.

**Table 2:** Selected sunflower genes in ChIP-Seq data involved in intraplastidial fatty acid biosynthesis.

			ChIP-Seq Annotation	
Enzyme Activity	Arabidopsis Gene	Sunflower Homologous Gene	13 DAA	28 DAA
LS (Lipoyl Synthase)	AT5G08415.1	HanXRQChr05g0142151	Yes	Yes
		HanXRQChr12g0358451	Yes	Yes
		HanXRQChr17g0559041	Yes	Yes
LT (Lipoyl Transferase)	AT4G31050.1	HanXRQChr09g0268371	Yes	Yes
		HanXRQChr05g0141551	No	Yes
		HanXRQChr02g0056731	No	Yes
MCMT (Malonyl-CoA: ACP Malonyltransferase)	AT2G30200.1	HanXRQChr01g0012161	No	Yes
		HanXRQChr01g0012131	Yes	Yes
KASI (Ketoacyl-ACP Synthase I)	At5g46290	HanXRQChr17g0564321	Yes	Yes
		HanXRQChr04g0118391	Yes	Yes
		HanXRQChr13g0415471	Yes	Yes
		HanXRQChr17g0535001	No	Yes
		HanXRQChr01g0020441	No	Yes
		HanXRQChr01g0019841	No	Yes
KASII (Ketoacyl-ACP Synthase II)	At1g74960	HanXRQChr09g0237851	Yes	Yes
		HanXRQChr15g0497191	Yes	Yes
		HanXRQChr06g0178221	No	No
		HanXRQChr16g0508321	Yes	Yes
KASIII (Ketoacyl-ACP Synthase III)	At1g62640	HanXRQChr02g0049441	Yes	Yes
		HanXRQChr05g0148701	Yes	Yes
		HanXRQChr17g0550351	Yes	Yes
KAR (Ketoacyl-ACP Reductase)	At1g24360			
	At1g62610			
	At3g46170	HanXRQChr17g0536131	Yes	Yes
	At3g55290	HanXRQChr10g0318431	Yes	Yes
	At3g55310			
HAD (Hydroxyacyl-ACP Dehydrase)	At2g22230	HanXRQChr03g0066951	Yes	Yes
	At5g10160			
ER (Enoyl-ACP Reductase)	At2g05990	HanXRQChr02g0056711	No	Yes
		HanXRQChr17g0564011	Yes	Yes
HACPS (Holo-ACP Synthase)	At3g11470	HanXRQChr08g0212801	Yes	Yes
		HanXRQChr07g0194021	No	Yes
SAD (Stearoyl-ACP Desaturase)	At1g43800	HanXRQChr01g0023271		
	At2g43710			
	At3g02610			
	At3g02620		Yes	Yes
	At3g02630	HanXRQChr11g0343101	Yes	Yes
	At5g16230			
	At5g16240			
FATA (Acyl-ACP Thioesterase A)	At3g25110	HanXRQChr01g0015251	Yes	Yes
FATB (Acyl-ACP Thioesterase B)	At1g08510	HanXRQChr09g0240511	Yes	Yes
		HanXRQChr06g0180041	Yes	Yes
		HanXRQChr05g0138201	No	Yes
		HanXRQChr10g0311291	Yes	Yes
		HanXRQChr17g0553141	No	Yes
		HanXRQChr10g0311351	No	No
		HanXRQChr10g0311341	No	No
		HanXRQChr10g0311311	No	No
		HanXRQChr10g0311301	No	No
		HanXRQChr01g0013271	Yes	Yes
		HanXRQChr03g0062101	No	Yes
		HanXRQChr07g0197741	No	No

**Table 3:** Fatty acids composition (mol %) of developing sunflower seeds 13 days and 28 days after anthesis (DAA). Fatty acids: 16:0, palmitic acid; 18:0, stearic acid; 18:1^Δ9^, oleic acid; 18:2^Δ9Δ12^, linoleic acid; 20:0, arachidic acid. Data represent mean and standard deviation of three independent samples. * indicate significant differences (*p* ≤ 0.05).

	13 DAA	28 DAA
16:0	12.18 ± 2.64	4.74 ± 0.25 *
18:0	7.57 ± 0.56	2.83 ± 0.53 *
18:1^Δ9^	53.65 ± 13.23	71.92 ± 1.27
18:2^Δ9Δ12^	25.72 ± 10.01	20.13 ± 1.31
20:0	0.55 ± 0.08	0.13 ± 0.01 *
mg fatty acids/mg seed	0.020 ± 0.003	0.125 ± 0.007 *

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE171309 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171309).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants10040706/s1, Figure S1: Cross-correlation plot. Values of the quality metrics, NSC and RSC and Qtag. 13 DDA: early stage of development. 28 DAA: late stage of development. Figure S2: Distribution of H3K4m3 mark-binding loci relative to TSS. 13 DDA: early stage of development. 28 DAA: late stage of development. Figure S3: GO enrichment analysis. GO term: Biological process. A. 13 DAA sample. B. 28 DAA sample. Test type: Fisher’s Exact; Correction: False Discovery Rate (FDR). Barplot displaying only results for FDR *p* < 0.05. Figure S4. WRI1 DNA-binding site matrix.

# Supplementary material for: Genome-Wide Mapping of Histone H3 Lysine 4 Trimethylation (H3K4me3) and Its Involvement in Fatty Acid Biosynthesis in Sunflower Developing Seeds
**Source:** Plants (Basel). 2021 Apr 6;10(4):706. doi: 10.3390/plants10040706
**Supplement:** Supplementary file 1

## Supplementary

**Figure S1:** Cross-correlation plot. Values of the quality metrics, NSC and RSC and Qtag.  
13 DAA: early stage of development. 28 DAA: late stage of development.

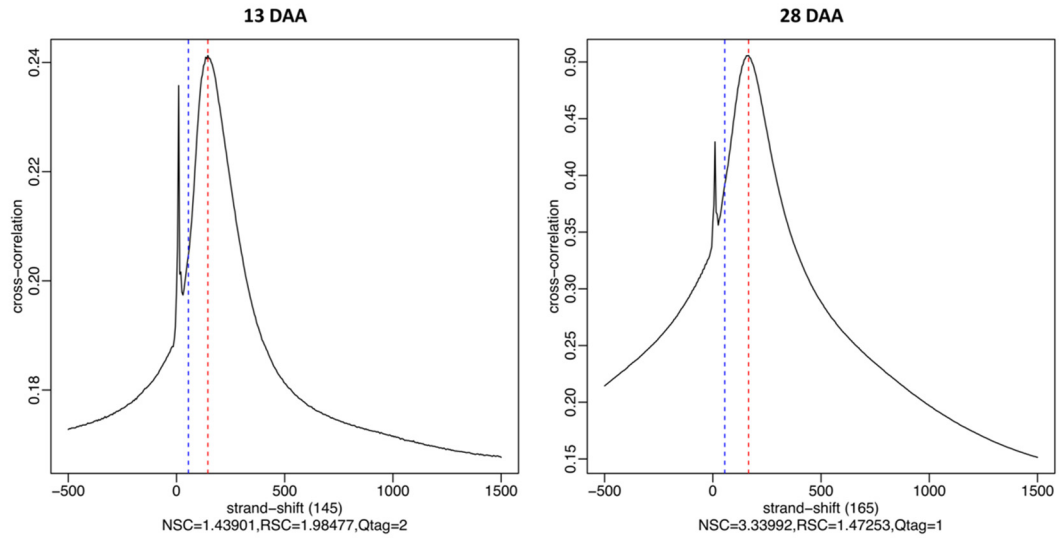

**Figure S2:** Distribution of H3K4m3 mark-binding loci relative to TSS. 13 DDA: early stage of development. 28 DAA: late stage of development.

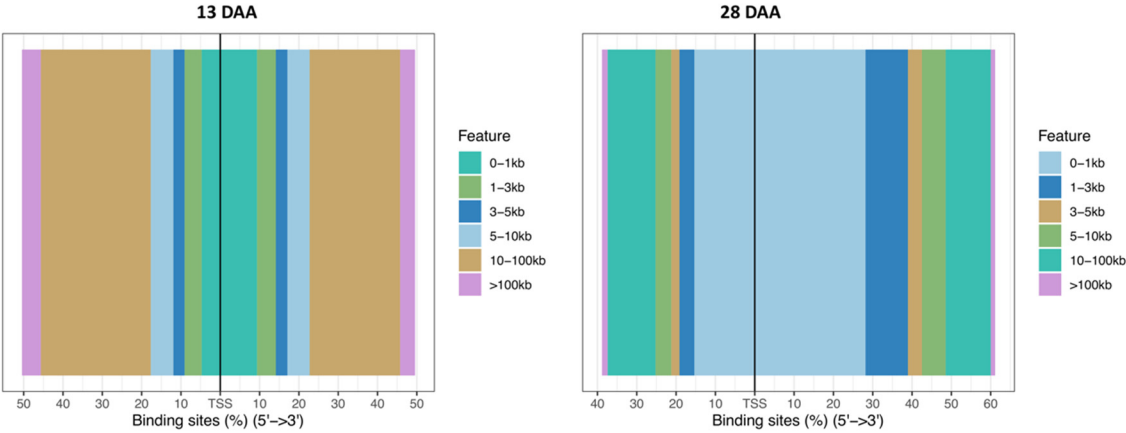

**Figure S3:** GO enrichment analysis. GO term: Biological process. A. 13 DAA sample. B. 28 DAA sample. Test type: Fisher's Exact; Correction: False Discovery Rate (FDR). Barplot displaying only results for FDR  $p < 0.05$ .

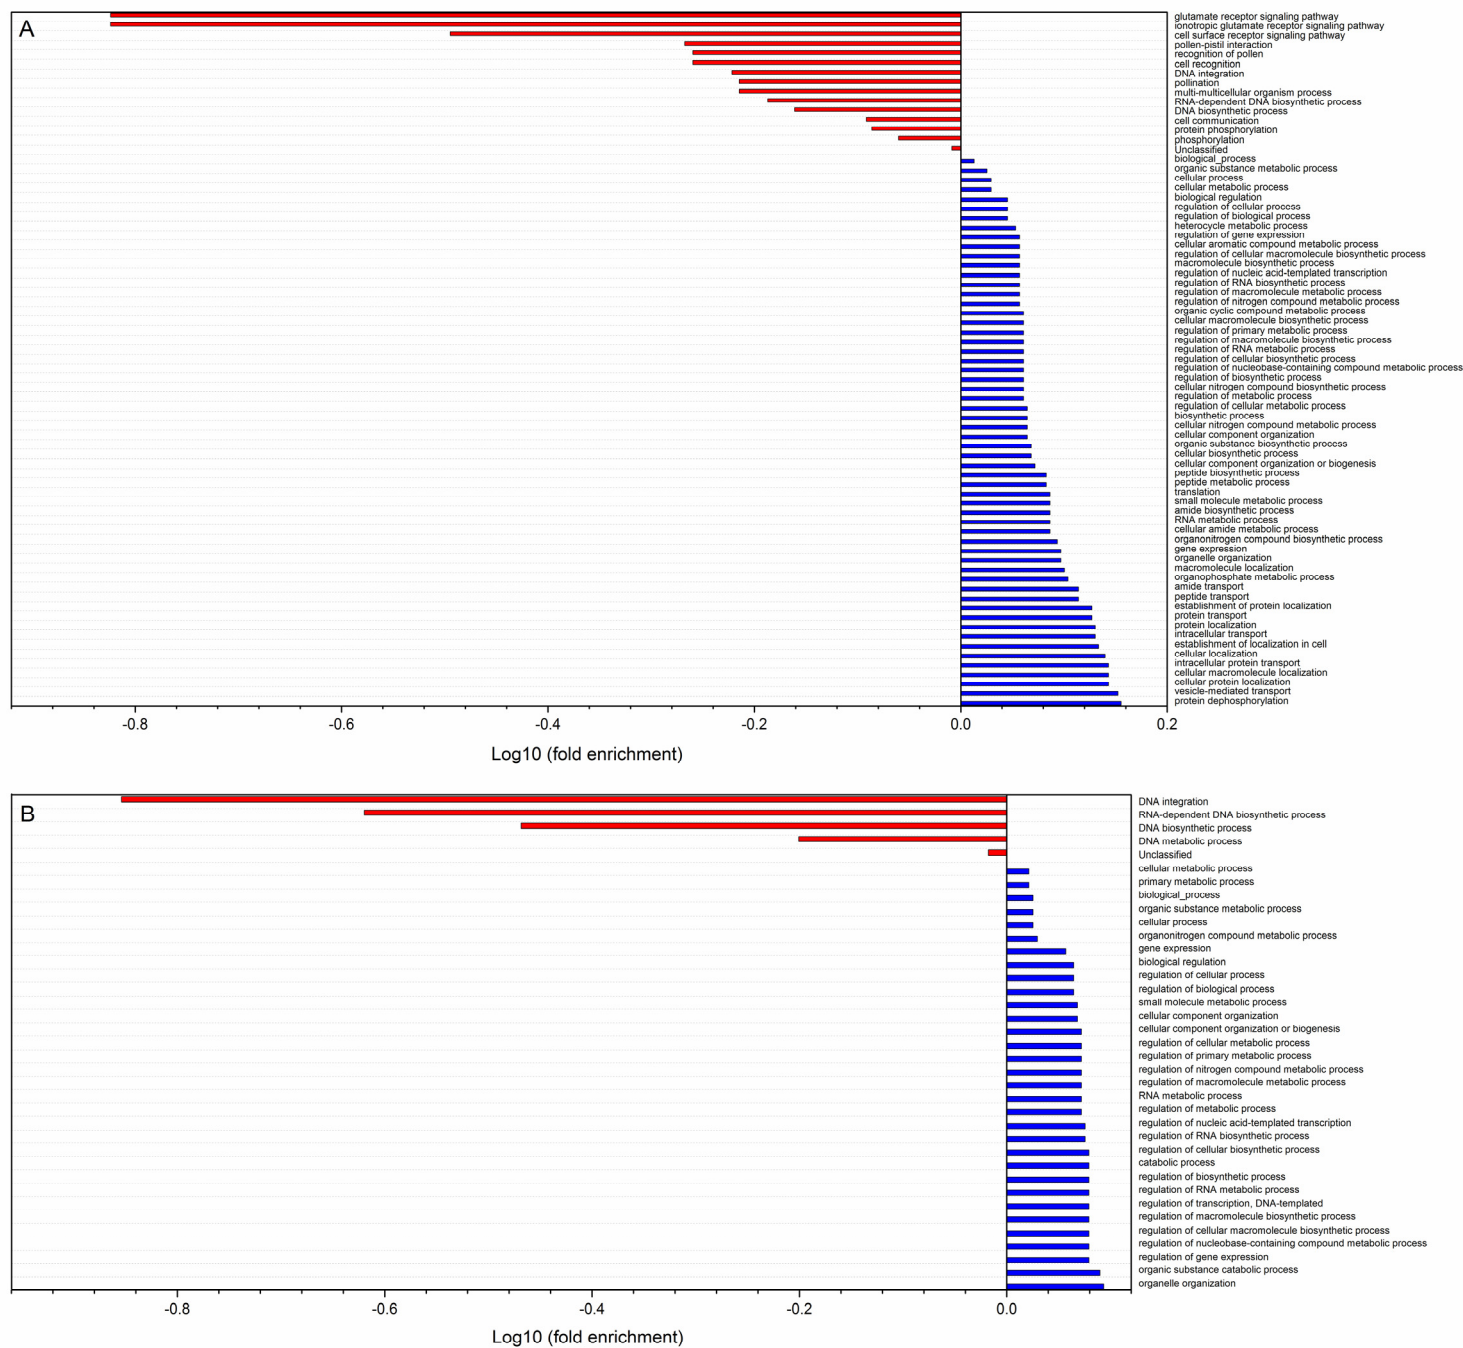

**Figure S4.** WRI1 DNA-binding site matrix.

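The matrix counts, for each of 22 positions, how many of 7 bound sequences carry each base, so each of its columns adds up to 7. Only 5 positions hold a single base in all 7 sequences. They are positions 4, 6 and 8 (C, T and G) and positions 16 and 17 (C and G), which are the fixed letters of the motif searched for in the promoters. With equal base frequencies and no correction for the small number of sequences, the matrix holds 20.7 bits of information, of which 10 bits come from the fixed positions. A motif of 5 fixed bases is met by chance once per 1024 bp on each strand when the bases are equally frequent. A promoter of 3000 bp, a length chosen here, searched on both strands would then hold 5.86 matches by chance. This number holds for the 5 fixed bases only. The paper's methods name a search with the matrix, for which no chance number was computed, so the number does not measure the paper's search. The promoter sequences of KASI and FABG were not analyzed here.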

Name: WRI1  
Species: Arabidopsis thaliana  
Family: AP2/EREBP  
Logo:

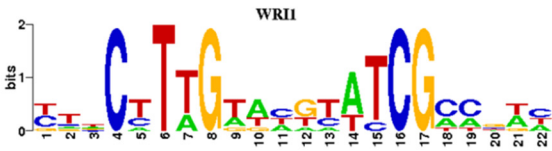

Matrix:

|   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |
|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|
| A | 0 | 1 | 2 | 0 | 1 | 0 | 2 | 0 | 2 | 4 | 2 | 1 | 1 | 5 | 0 | 0 | 0 | 2 | 2 | 1 | 3 | 2 |
| C | 3 | 1 | 1 | 7 | 2 | 0 | 0 | 0 | 0 | 0 | 3 | 0 | 2 | 0 | 1 | 7 | 0 | 4 | 4 | 2 | 0 | 3 |
| G | 1 | 1 | 1 | 0 | 0 | 0 | 0 | 7 | 1 | 1 | 0 | 4 | 0 | 0 | 0 | 0 | 7 | 0 | 0 | 3 | 1 | 0 |
| T | 3 | 4 | 3 | 0 | 4 | 7 | 5 | 0 | 4 | 2 | 2 | 2 | 4 | 2 | 6 | 0 | 0 | 1 | 1 | 1 | 3 | 2 |

Max. score: 19.35  
Threshold: 6.03

How the deposited data were processed for this re-analysis (not part of the article)

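H3K4me3 was mapped by ChIP-Seq in developing sunflower seeds at 13 and 28 DAA, with 1 library per stage. The authors filtered the reads with FASTX-Toolkit, mapped them to the XRQ genome with BWA-MEM, removed duplicates with Picard MarkDuplicates and called peaks with MACS2. The deposited lists have 1 line per peak, called for each stage on its own. Whether several immunoprecipitations were pooled is not given in the sources used here.

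In the deposited lists, the score of a peak is its −log10 q-value multiplied by 10 and rounded down. The fold enrichment is the ratio that the authors' peak caller gives for the summit over the local background. The p-value and the q-value were deposited by the authors as −log10 values. Interval ends and summits are positions in bp. These values were used to describe, rank and filter peaks within a list, and where values of both lists stand side by side they describe 2 libraries, not the stages in general.

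From the lists, the number, width and covered length of the peaks were computed, with their distribution over the 17 chromosomes and their overlap between lists. Random placements kept each interval on its own sequence and were repeated 100 times. The number of fragments at each summit was solved from the fold enrichment and the p-value, with a pseudocount of 1 and a tolerance of 0.001 on −log10 p. Local backgrounds were expressed as fragments in 10 kb. The fold enrichments of Table 1 were looked up among pairs of overlapping peaks, and the folds were exchanged at random between pairs 10000 times to see how often such matches arise. On data simulated with the same formulas, the fragment number was recovered for 100% of 20000 peaks per list. All planted overlaps of 65173 and 48933 intervals, left in place in their own list, were found. Both outcomes check the code only, not the assumptions about the peak caller or partial overlaps. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

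The depth of the libraries was read from the genome-wide background of 157 fragments per 10 kb at 13 DAA and 143 at 28 DAA, which rests on the genome size set in the peak caller. The precision of a fragment number is given as a 95% Poisson interval and that of a share as a Wilson interval, both covering counting error only. With 1 library per stage, no difference between the stages has a replicate check.

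The peaks named in the text were set before the data were examined: every gene of Tables 1 and 2 (tables seen at that point), in full for the genes of Table 1, for the 2 proposed targets of WRI1 and for genes of Table 2 with another call, and in each list the 3 peaks with the highest fold enrichment and the 3 widest. The alternatives set at the same point were a q-value of at most 0.05, a p-value of at most 1e-05, distinct intervals, the 17 chromosomes only, the same number of strongest peaks in both lists, an overlap of 50% of both intervals, and the summit inside an interval. Limits on the q-value of 1e-05 and 1e-10 and other rules for the match to Table 1 were added later.

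Gene models of the genome version in the lists were not used here. The classes of Figure 1, the distances of Figure S2, the GO terms, the calls of Table 2 and the motif search were therefore not analyzed here, and the peaks of VIV1 and FUS3 were traced by their values. RT-qPCR and fatty acid values were not analyzed here.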

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

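The comparison of local backgrounds in this part was chosen after the result was seen, and the comparison with random placements before.

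The lists hold peaks on the plastid and mitochondrial sequences, which the paper does not report. The plastid had 52 peaks in the list labelled 13 DAA and 39 in the list labelled 28 DAA, and the mitochondrion had 81 and 78. The median fold enrichment on the mitochondrion was 2.51 and 2.24, and the highest on the plastid was 13.7 and 11.4. Histone H3 is a nuclear protein, so these peaks drew attention as signal outside the nuclear chromosomes.

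Noise of a deep background is argued against by the positions. Of the mitochondrial peaks in the list labelled 13 DAA, 76.5% overlapped a peak of the other list, against at most 24.7% in 100 random placements. On the plastid the share was 71.2%, against at most 30.8%. In the list labelled 28 DAA the shares were 71.8% and 92.3%, against at most 25.6% and 35.9%. Enrichment over a low background, as at chromosomal peaks, is argued against on the mitochondrion. There, 100% of the peaks in the list labelled 13 DAA and 97.4% in the list labelled 28 DAA had a local background above the 95th percentile of the chromosomal peaks. On the plastid this share was 76.9% in the list labelled 13 DAA but 5.13% in the list labelled 28 DAA, so for the plastid this explanation stays open. Uneven read depth over organelle DNA that is present in many copies may explain peaks at the same places in both lists, and so could reads shared with organelle sequences inside the chromosomes. Neither was tested, since both need the reads. The stages differ in the numbers of plastid peaks, but with 1 library each no biological explanation was tested.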

How the results depend on the processing

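The q-value limits of 1e-05 and 1e-10, all alternatives for the fragment numbers and for the overlapping pairs, and the other rules for the match to Table 1 were chosen after the results were seen.

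Under the alternatives set before the data were examined, 26 comparisons were the same and 8 moved. Under those added later, 28 were the same, 21 moved and 1 reversed. A q-value of at most 0.05, a p-value of at most 1e-05, distinct intervals and the restriction to the chromosomes changed none of the results to which they were applied by more than their interval or, for counts, by more than 1.5 times. The q-value of at most 0.05 and the distinct intervals removed no peak from either list and so say nothing about stability, and the p-value limit left 165037 and 123462 peaks, nearly all.

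With a q-value of at most 1e-10, 41347 peaks labelled 13 DAA were left, and their difference from the list labelled 28 DAA reversed to -52395. The medians in the list labelled 13 DAA became 258 bp, a fold enrichment of 6.78 and 26 fragments, and those in the list labelled 28 DAA 332 bp, 6.75 and 55 fragments. The shared peaks became 46.7% and 19.6%, and pairs with more fragments over the genome-wide background at 28 DAA 87.7%. With a q-value of at most 1e-05, the medians in the list labelled 13 DAA were 190 bp, 5.16 and 20 fragments, and in the list labelled 28 DAA 285 bp and 5.95. The shared peaks were 28.3% and 33.0%, and the pairs 80.2%. These shifts follow from the removal of weak peaks.

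With the same number of strongest peaks in both lists, the medians in the list labelled 13 DAA were 199 bp, 5.49 and 21 fragments. The shared peaks were 32.2% and 30.3%, so the list with the higher share changed. Pairs with the higher fold at 28 DAA were 59.8%, and pairs with more fragments over the genome-wide background 78.7%. When 50% of both intervals had to overlap, the shared peaks were 13.9% and 18.6%, and with the summit inside an interval 25.5% and 29.7%, as stricter rules must give.

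The 1 pair for each gene of Table 1 on chromosome 15, and the 0 pairs with the stages exchanged, stayed the same with gaps of up to 3000 or 6000 bp and with folds within 0.02. Over the whole genome the counts were the same with both gaps, but not with folds within 0.02, where the pairs as labelled were 1 for VIV1 and 3 for FUS3, and those with the stages exchanged 4 and 2. The alternatives for promoters, distal intergenic regions, the fold rule at VIV1 and FUS3 and the calls of Table 2 were not run, because gene models of this genome version were not used here. No paired analysis was possible because there was 1 library per stage. The precision of a single peak is limited by the fragments at its summit, with a median of 19 at 13 DAA and 43 at 28 DAA, although the genome-wide background was similar, 157 and 143 fragments per 10 kb.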

Differences from the paper's values

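The comparison of the p-value limit was chosen after the lists had been seen, and that of the numbers of peaks before.

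The paper's methods give a p-value of 0.001 for peak calling. The largest p-value was 1.96e-05 in the list labelled 13 DAA and 1.68e-05 in the list labelled 28 DAA, so both lists stop well below the paper's limit. The alternatives set before the data were examined differ as well. With a q-value of at most 0.05 the largest p-values were the same, and with a p-value of at most 1e-05 they were 9.37e-06 and 8.42e-06. The largest q-values, 0.000999 and 0.000881, lie just under 0.001.

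The paper gives 123464 peaks at 13 DAA and 165079 at 28 DAA. The list labelled 13 DAA holds 165079 and the list labelled 28 DAA holds 123464, so the same numbers appear with the stages exchanged and the list labelled 13 DAA is the longer one. The alternatives set before the data were examined kept this order. A q-value of at most 1e-10, chosen after the values were seen, gives the paper's order with other numbers, 41347 and 93742. The fold enrichments of Table 1 were found with the stages as labelled.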

Other observations

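The comparison of Table 1 with both lists as labelled and exchanged, the random placement of the peaks found only at 13 DAA and the test of the neighbors of weak 28 DAA peaks were chosen before the results were seen, and the other tests, with the rule of matching Table 1 by fold value, only after.

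The paper's numbers of peaks belong to the lists with the opposite label. If the 2 deposited lists carried each other's stage label, the fold enrichments of Table 1 should be found with the stages exchanged. On chromosome 15, 0 overlapping pairs had the folds of VIV1 or FUS3 in the exchanged order, whereas 2 pairs, 1 for each gene, had them as labelled. For chance matches, chromosome 15 pairs with the 13 DAA fold of Table 1 were given 28 DAA folds drawn at random from all pairs. The 28 DAA folds of both genes were then met in 0 of 10000 repeats, and those of single genes in 67 (VIV1) and 40 (FUS3). The prediction first also named the stage with the stronger enrichment. That part was dropped once the paper's enrichment metrics had been seen, which point to different stages. The paper's NSC is higher at 28 DAA and its RSC higher at 13 DAA, so these metrics were not used to decide between the labels. It is a hypothesis that the numbers of peaks stand in exchanged order in the text, which the 2 pairs are consistent with. A label exchanged before the authors' own analysis would leave the same picture and was not tested. If the hypothesis holds, the paper's account of the distal intergenic share at 13 DAA would start from the longer, not the shorter list.

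A hypothesis is that weak peaks make the list labelled 13 DAA the longer one. The ratio of its peaks to those of the list labelled 28 DAA was 1.34 as deposited, 0.441 at a q-value of at most 1e-10 and 0.106 at 1e-20. Peaks found only at 13 DAA had a median of 18 fragments and a fold enrichment of 4.90, against 23 fragments and 5.81 for those that overlapped, so they were weaker. Of them, 9.96% had a q-value above 1e-05, against 3.06% of those that overlapped and 1.37% of the peaks found only at 28 DAA. Whether they are peaks just above the limit of detection stays open, since the answer depends on where that limit is set. Their median distance to the nearest 28 DAA peak was 14069 bp. Random placements gave 15568 to 15976 bp. They could fall anywhere up to the last peak of a sequence, also where reads may not map. The small difference therefore does not decide whether these peaks are scattered over the chromosomes. For peaks found only at 28 DAA the distance was 4180 bp, against 6588 to 6788 bp. A stage-specific mark and a lower enrichment of the 13 DAA library stay open, since each stage has 1 library.

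Fold enrichment and fragment number were mostly higher at 28 DAA, but not always in the same pairs. Over 45274 overlapping pairs, the fold was higher at 28 DAA in 62.5%, and the fragments over the genome-wide background were higher in 79.6%. In 10710 pairs (23.7%), VIV1 among them, the fold was lower at 28 DAA while the fragments over the genome-wide background were higher. A background taken from a separate input library of another depth is argued against, because the local background of 100% of the peaks above the genome-wide value was a whole number of fragments in 10 kb. The ChIP library itself may therefore have served as the background. In that case, the fragments of the peak itself and of neighboring peaks are part of the background by construction. The correlation across peaks of the local background with the fragments in other peaks within 5 kb (Spearman's rho 0.741 at 28 DAA and 0.304 at 13 DAA) is then fixed in sign, so it does not show whether the local background is raised by the mark itself or by a higher read depth for another reason. Both could lower the fold at 28 DAA where more fragments were recovered, as at VIV1, and they cannot be told apart here. At VIV1, the list labelled 28 DAA had 1 peak within 5 kb, the traced peak itself. Neighboring peaks of that list therefore do not account for its high background.

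The overlap of weak 28 DAA peaks with 13 DAA peaks was higher than that of peaks of medium strength, 33.7% in the weakest decile against 21.4% in the fifth. If the weak peaks were flanks of the 28 DAA domains, those that overlap a 13 DAA peak should have a neighbor as often as the others. Among the weakest 30% of the peaks on chromosomes, 50.1% of those that overlapped a 13 DAA peak had another 28 DAA peak within 5 kb, against 62.2% of those that did not (95% Wilson intervals 49.2 to 51.1% and 61.6 to 62.8%). The prediction was not met. However, the other 70% of the peaks showed the same direction with a smaller difference, 72.7% against 78.3%. The direction is therefore not particular to weak peaks, so the test does not decide whether flanks give the weak peaks that overlapped. Places that attract reads in any library, such as repeats merged in the genome sequence, and a weak mark kept through both stages may each give such peaks, and were not tested.

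The widest intervals combined a low fold enrichment with a high local background. The widest of both lists lay at the same place on chromosome 12, from 156737888 to 156741041 (3154 bp, fold 3.81, background 29.5 fragments) in the list labelled 13 DAA and from 156737951 to 156740970 (3020 bp, 4.29, 17.7 fragments) in the list labelled 28 DAA. The next lay on the unplaced sequence Chr00c1142 in both lists, with widths of 3077 and 2958 bp and folds of 4.05 and 3.45. The third was on chromosome 2 from 2600686 to 2603619 (2934 bp, fold 4.33) at 13 DAA, and on the unplaced sequence Chr00c0337 from 212 to 3055 (2844 bp, fold 3.81) at 28 DAA. No explanation of these intervals was tested.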
